A study of Mus musculus with 6 samples.

How the data were processed

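The study cultured naïve CD4+ T cells, that is, helper T cells that have not yet met antigen, from wild-type (WT) mice and from mice lacking Ikzf4, the gene of the Ikaros-family zinc finger transcription factor Eos. Both strains had a C57BL/6J background. Per the labels' protocols, the medium held 10 µg/mL of an antibody that blocks interferon gamma and 10 ng/mL of interleukin-4, which drives T helper 2 (Th2) differentiation. The plates were coated with 5 µg/mL anti-CD3 and 2 µg/mL anti-CD28, which stimulate the T cell receptor and its co-receptor, and the cells were collected after 72 h. There were 3 WT and 3 Ikzf4-/- libraries of total RNA, grouped and numbered as in the labels. A service company prepared and sequenced the libraries and ran the primary analysis, per the labels' protocols. The aligner, the counting tool and its use of strand, the genome build, the annotation and the tool behind the authors' comparison are not stated.

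The deposited table held 14868 genes as Ensembl mouse identifiers with a symbol for all but 19. The sample columns of the deposited table hold a never-negative signal, which was read as normalized read counts, since 100% of the values in each library were whole multiples of 1 step per library, as reads divided by 1 size factor would be. Read this way, the size factors ran from 0.939 to 1.11 and the implied depth was 34701390 to 40604346 reads per library. The lowest sum of such reads over the 6 libraries was 61 for any gene in the table, so genes with very few reads had no row and were not analysed here. The authors' log2 fold changes (Ikzf4-/- over WT), p-values and adjusted p-values were in the same deposited table, where the adjusted p-value was not given for 2019 genes, with a mean of at most 39.7, and the p-value was not given for 2.

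The design fixed before the data were examined named a test on raw counts, with a test on log-scaled values for the case that the deposited values were already normalized. The deposited values were normalized, so the latter was used. Although each value was a whole multiple of its library's step, no count test of genotype was run on the reads implied by the steps. The rule applied here did not accept the columns of Ikzf4-/- replicates 1 and 3 as recovered reads, because their steps lay too near 1. Values were transformed to log2(value + 1), genes with a mean of at least 10 over the 6 libraries were kept (14864 genes, leaving out 4), and a linear model with genotype as its only term was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a trend of variance with mean (limma-trend). P-values were two-sided and adjusted by Benjamini-Hochberg over all genes tested. A gene was called at an adjusted p-value under 0.05, and counts are also given for called genes whose fitted change was at least 2-fold. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Means are given with the standard deviation (SD) over 3 libraries.

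Gene lists were fixed before the data were examined, from general knowledge of T helper cells, and none was chosen on these libraries. The 7 tested lists held genes of Th2 cells, the IL-2/STAT5 pathway, Th1, Th17, follicular helper (Tfh) and regulatory (Treg) T cells and cell division, 106 distinct tested genes in all. They were tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over the 7 lists, with fry and with camera at an estimated correlation as alternatives. Further lists of Ikaros-family, sex-linked, B cell, CD8 T cell and myeloid genes served as checks of the samples. Genes named in the text were Ikzf4, then, among called genes with a mean of at least 50 and no overlap between the values of the 3 WT and 3 Ikzf4-/- libraries, the 5 with the highest and the 5 with the lowest fold change, and members of the lists. A further list gene is not reported here. Any other gene named was chosen after its values were seen, and is said to be.

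Coordinates are 1-based positions on GRCm38, obtained by matching the Ensembl identifiers to the GENCODE M21 annotation. A position was found for 14831 genes, and GC content and transcript length for 14827. The build used for the deposited table is not stated.

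The alternatives fixed before the data were examined were quantile and upper quartile scaling, no filter, a minimum of 10 in every library, pseudocounts of 0.1 and 10, the replicate number as a block, leaving out each library in turn, a stricter threshold of 0.01, a test against a 1.5-fold change, the authors' deposited calls, and the set tests above. Chosen after seeing the data were scaling to equal library totals, limma array weights, and a correction that removed each library's trend with GC content and transcript length, fitted as splines with 5 degrees of freedom. Every split of the 6 libraries into 3 and 3 was also fitted, 10 in number.

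The procedure was tested on simulated data of 14868 genes, of which 200 were changed. All 134 genes with a log2 change of 1 or 2 in either direction were recovered, as were 63 of the 66 with a change of 0.5, and 8 of the 205 calls (3.90%) were unchanged genes. Each simulated gene had the same dispersion, 0.00251, a median taken from the more highly expressed real genes. The changed genes had a mean of at least 50. The median absolute error of the fitted log2 fold changes was 0.046. Real genes differ in dispersion, so the simulated recovery does not describe genes that vary more between libraries. In the real data, for example, Il5 (log2 fold change -1.24) and Prdm1 (-1.12) were not called. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. With 3 libraries per genotype the precision of a single gene is limited: the median SE of a fitted log2 fold change was 0.10.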

Results

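Total RNA of Th2-polarized CD4+ T cells was sequenced from 3 WT and 3 Ikzf4-/- cultures. The comparison asks which genes are expressed differently when Th2 cells develop without Eos, the protein encoded by Ikzf4. The normalized values divided by each library's step gave an estimated depth in reads of 35108924, 40604346 and 37887751 in WT replicates 1 to 3, and 35801763, 34701390 and 35937985 in Ikzf4-/- replicates 1 to 3. The steps of Ikzf4-/- replicates 1 and 3 lay too near 1 for their columns to be accepted as recovered reads. These totals therefore describe depth and entered no test of genotype. The 10 most abundant genes took 4.58% to 5.16% of each library. Within genotypes, Spearman correlations between replicates across genes ran from 0.992 to 0.995, where genes are not independent replicates. The check of replicate pairs used the reads implied by the steps, those of Ikzf4-/- replicates 1 and 3 included. No pair of replicates differed as little as sampling noise alone would give, with chi-square per degree of freedom from 7.38 to 18.5. This argues against repeat reads of the same library, but it cannot show that the libraries came from separate cultures. Each library was counted as 1 replicate, following the labels. On the first principal component, which held 40.2% of the variance, WT replicates lay at -41.3, -12.5 and -5.26 and Ikzf4-/- replicates at 11.1, 17.1 and 30.8. WT replicate 1 thus stood apart from the other WT libraries by more than they stood apart from each other. The labels gave no batch.

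Ikzf4 (ENSMUSG00000002578, chromosome 10, 128630843 to 128645991 on the minus strand of GRCm38) was examined first. Its normalized read count was 756, 499.6 and 483 in the WT libraries and 25.2, 10.5 and 38.2 in the Ikzf4-/- libraries. The mean fell from 580 ± 153 (SD, n = 3) to 24.6 ± 13.9 (SD, n = 3), a log2 fold change of -4.64 with an SE of 0.37 (limma adjusted p = 0.000389). Every library matched its genotype label. Leaving out each library in turn gave log2 fold changes from -5.03 to -4.15, and Ikzf4 was called in each of these 6 fits. In the authors' deposited table the log2 fold change was -4.55 with an adjusted p of 3.45e-16. Of the other Ikaros-family genes, Ikzf1 had a log2 fold change of 0.17 (limma adjusted p = 0.142), Ikzf2 of 0.25 (0.802), Ikzf3 of 0.27 (0.468) and Ikzf5 of 0.03 (0.922), and none of these was called.

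Of 14864 genes tested, limma called 263, of which 178 were lower and 85 (32.3%) higher in Ikzf4-/- cells. A change of at least 2-fold was fitted for 52 of them, 31 lower and 21 higher. The median absolute log2 fold change of the called genes was 0.50. At an unadjusted p under 0.05 there were 2687 genes. The values of the genotypes did not overlap for 3438 genes (23.1%), against 10% by chance, and for each of the 263 called genes. The counts depended on single libraries. Without Ikzf4-/- replicate 3 the count of called genes was 20, the largest change among the refits as a ratio, and without Ikzf4-/- replicate 1 it was 48, without WT replicate 2 it was 75, without Ikzf4-/- replicate 2 it was 112, and without WT replicate 3 it was 523. The counts with a 2-fold change in these 5 fits were 10, 27, 21, 33 and 96. Without Ikzf4-/- replicate 1 the share of called genes that were higher was 18.75%. The split by direction also moved with the scaling. When each library was scaled to the same total, a setting chosen after seeing the data, 154 called genes were lower and 115 higher (42.8% higher). After each library's trend with GC content and transcript length was removed, also chosen after seeing the data, 170 genes were called, 103 lower and 67 higher. The authors' deposited table gave 815 genes at an adjusted p under 0.05, 500 lower and 315 higher, and 92 of these also changed 2-fold. Of the 263 genes called by limma, 260 were among them, each in the same direction. Across genes, which are not independent replicates, the fold changes of limma and of the authors' deposited table had a Spearman correlation of 0.989.

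**Figure D1:**
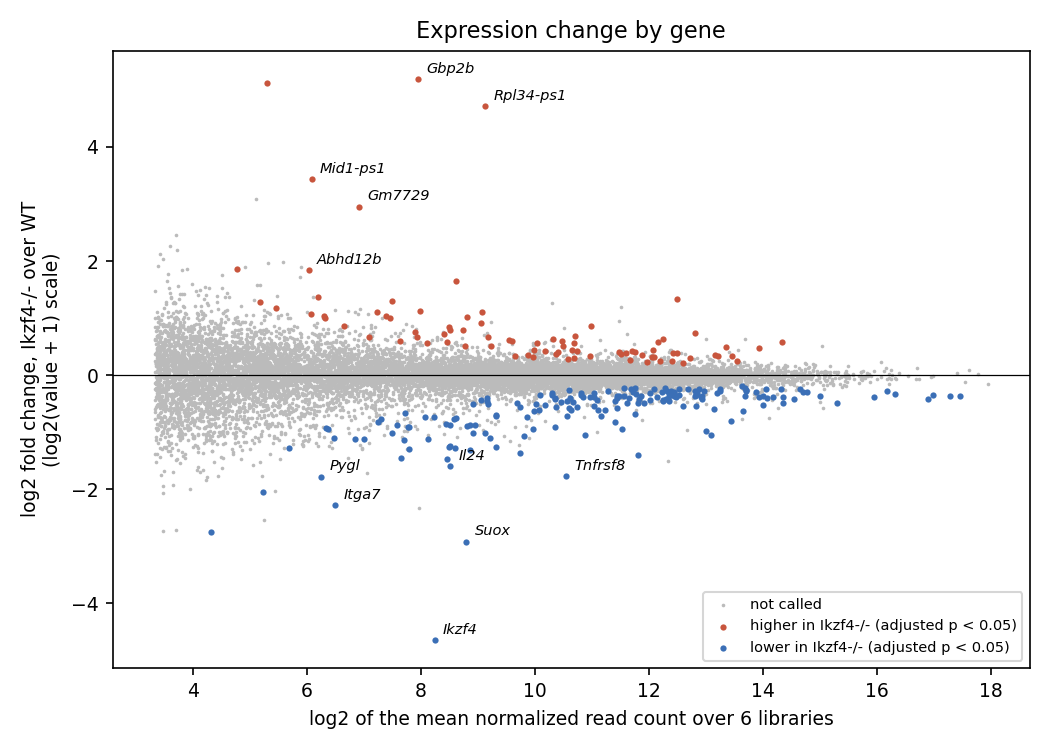
Log2 fold change (Ikzf4-/- over WT, on the log2(value + 1) scale) of each of the 14864 genes tested against log2 of its mean normalized read count over 6 libraries, with genes at a limma adjusted p under 0.05 in colour. The 178 lower called genes outnumber the 85 higher ones, and the genes named by the rule fixed in advance carry their symbols.

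The 5 lowest genes under the rule fixed in advance were Suox, Itga7, Pygl, Tnfrsf8 and Il24. Suox, which encodes sulfite oxidase (ENSMUSG00000049858, chromosome 10, 128669894 to 128674073 on the minus strand of GRCm38), lies upstream of Ikzf4, its 3′ end 23903 bp from the 5′ end of Ikzf4. Its normalized read count fell from 784 ± 7.84 (SD, n = 3) to 103 ± 5.19 (SD, n = 3), a log2 fold change of -2.92 (SE 0.10, limma adjusted p = 3.31e-07). Itga7, which lies at 128933818 to 128958282 on the same chromosome, fell from 154 ± 126 to 26.0 ± 10.2 (SD, n = 3 each), with a log2 fold change of -2.28 and a limma adjusted p of 0.0437, and its WT value was 299 in replicate 1 against 95.2 and 67.9 in the others. Tnfrsf8, the gene of CD30, fell from 2325 ± 1385 to 643 ± 231 (SD, n = 3 each; log2 fold change -1.77, limma adjusted p = 0.0355), and its WT mean rested largely on WT replicate 1, at 3924 against 1571 and 1481. Pygl had a log2 fold change of -1.78 (limma adjusted p = 0.0249). Il24 fell from 543 ± 62.4 to 186 ± 68.5 (SD, n = 3 each; log2 fold change -1.60, limma adjusted p = 0.0144). Suox and Il24 were called in each of the 6 fits that left out 1 library. The other 3 lost their call when Ikzf4-/- replicate 3 was left out, with an adjusted p of 0.157 for Itga7, 0.0780 for Pygl and 0.115 for Tnfrsf8. Of these 6 fits, Pygl was called in 3, and Itga7 and Tnfrsf8 in 2 each.

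The 5 highest genes were Gbp2b, Rpl34-ps1, Mid1-ps1, Gm7729 and Abhd12b, of which Rpl34-ps1, Mid1-ps1 and Gm7729 are annotated as pseudogenes. Reads of a pseudogene can be shared with near-identical copies, and how such reads were counted is not stated, so these values are uncertain. Rpl34-ps1 was at 40.5, 30.6 and 48.5 in the WT libraries and rose to 1072 ± 242 (SD, n = 3) in the Ikzf4-/- libraries (log2 fold change 4.71, SE 0.21, limma adjusted p = 1.34e-06). Mid1-ps1 had a log2 fold change of 3.44 (limma adjusted p = 0.00737) and Gm7729 of 2.96 (0.00250). Gbp2b had a log2 fold change of 5.20 (SE 1.14, limma adjusted p = 0.0490), with widely spread values of 522, 18.8 and 928 in the Ikzf4-/- libraries against a WT mean of 5.85 ± 5.03 (SD, n = 3). Abhd12b rose from 28.9 ± 9.81 to 102 ± 8.42 (SD, n = 3 each; log2 fold change 1.84, limma adjusted p = 0.0191). Rpl34-ps1 and Gm7729 were called in each of the 6 fits that left out 1 library. When Ikzf4-/- replicate 3 was left out, the adjusted p was 0.171 for Gbp2b, 0.0571 for Mid1-ps1 and 0.0875 for Abhd12b. Of these 6 fits, Mid1-ps1 was called in 5, Abhd12b in 4 and Gbp2b in 2. After the GC content and length correction, Gbp2b (adjusted p = 0.0565) and Itga7 (0.0519) were no longer called. Gbp2b also lost its call with quantile scaling (0.0507) and with a pseudocount of 10 (0.0630).

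**Figure D2:**
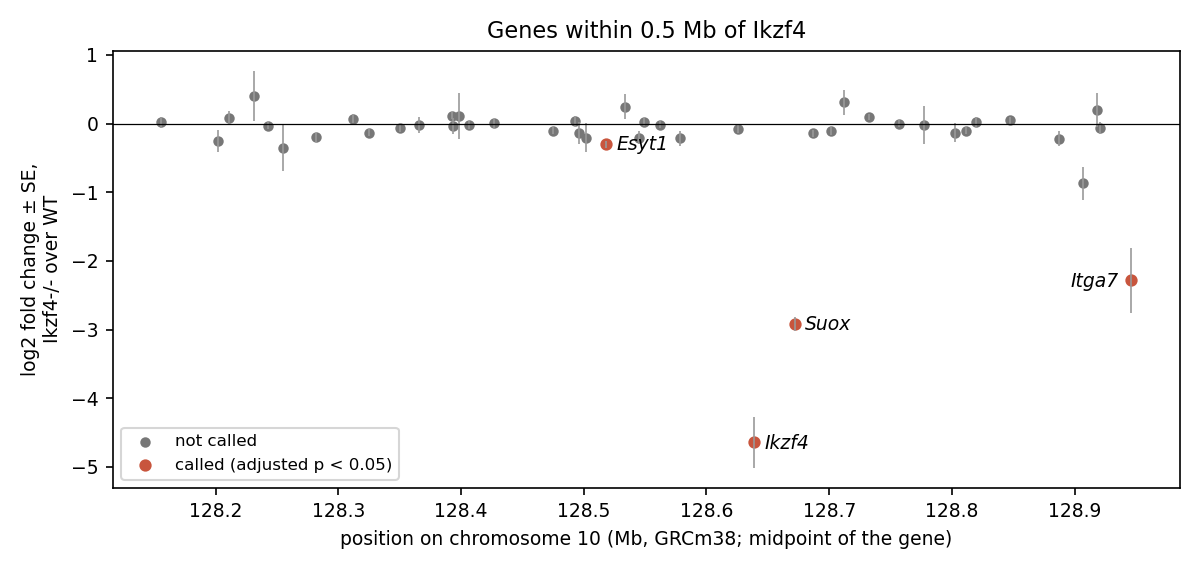
Log2 fold change (Ikzf4-/- over WT) of the tested genes within 0.5 Mb of Ikzf4, with bars of 1 SE from limma, against position on chromosome 10 in Mb (GRCm38). Suox at -2.92 and Itga7 at -2.28 lie far below the other genes around Ikzf4, whose median is -0.03.

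The gene lists fixed in advance asked whether T helper programmes moved as sets. The Th2 list had a median log2 fold change of -0.66, with 15 of 17 genes lower in Ikzf4-/- cells (camera adjusted p = 2.28e-10). The IL-2/STAT5 list, with genes of the interleukin-2 receptor pathway and its targets, had a median of -0.44, with 16 of 18 genes lower (camera adjusted p = 3.75e-13). Both lists held under fry (adjusted p = 0.0282 each), and neither held when the inter-gene correlation was estimated from the data (adjusted p = 0.156 each). The lists overlap: 2 genes of the Th2 list and 3 of the IL-2/STAT5 list were also on another list. On the Th2 list, 6 genes were called over all genes tested and 14 when adjusted over the list alone. On the IL-2/STAT5 list these counts were 11 and 13. The other lists were not called by camera. The Th1 list had a median log2 fold change of -0.04 (camera adjusted p = 0.0830, 1 gene called and 3 adjusted over the list alone), the Th17 list 0.14 (0.273, 1 and 4), the Tfh list 0.08 (0.0830, 1 and 1), the Treg list -0.16 (0.0830, 1 and 2) and the cell division list -0.02 (0.134, 0 and 0). Single libraries decided some of these: without WT replicate 1, the camera adjusted p was 9.48e-05 for Th1, 0.0435 for Th17, 0.0440 for Tfh and 0.00750 for Treg, and without Ikzf4-/- replicate 3 it was 0.00516 for Th1. Under fry the Treg list had an adjusted p of 0.0282.

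**Figure D3:**
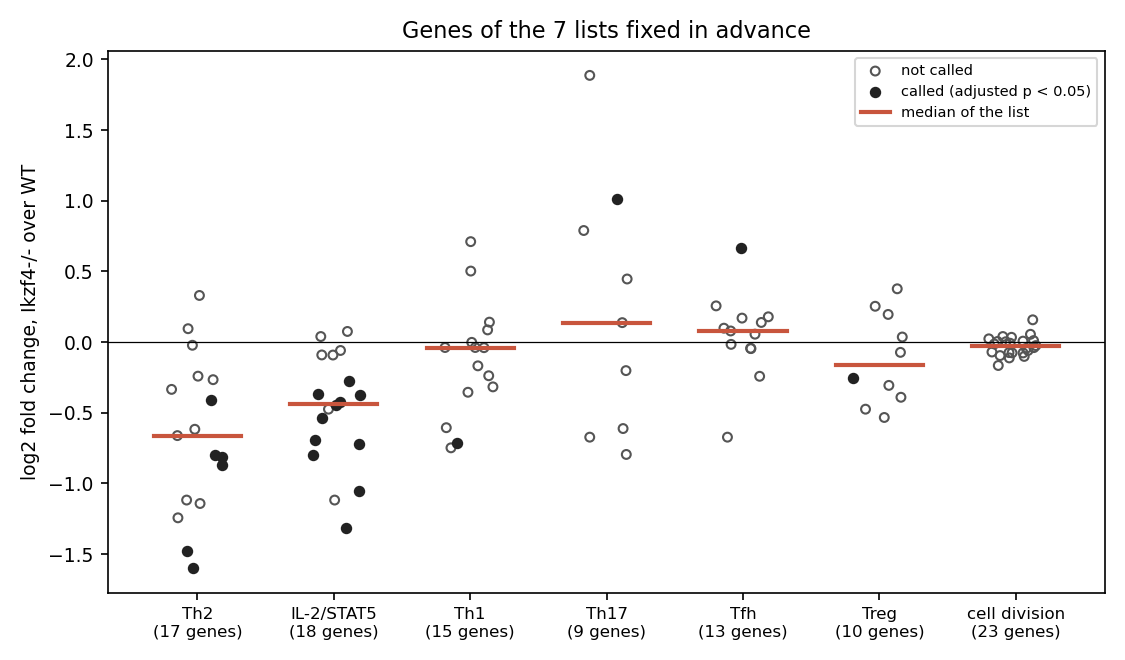
Log2 fold change (Ikzf4-/- over WT) of each tested gene on the 7 lists fixed in advance, with the median of each list as a line and genes at a limma adjusted p under 0.05 over all genes as filled points. The medians of the Th2 list (-0.66) and the IL-2/STAT5 list (-0.44) are the lowest.

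Among Th2 cytokine genes, Il4 fell from a normalized read count of 449 ± 36.1 to 247 ± 30.9 (SD, n = 3 each; log2 fold change -0.87, SE 0.12, limma adjusted p = 0.0144). Il13 fell from 3444 ± 672 to 1978 ± 488 (SD, n = 3 each; log2 fold change -0.82, limma adjusted p = 0.0450), and Il10 from 523 ± 198 to 179 ± 12.9 (SD, n = 3 each; log2 fold change -1.48, limma adjusted p = 0.0157). Il5 had a log2 fold change of -1.24, but its adjusted p of 0.0529 was above the threshold. It was called with a pseudocount of 10 (0.0476), a minimum of 10 in every library (0.04996) and array weights (0.0386). Of the 6 fits that left out 1 library, Il5 was called in 0, with an adjusted p of 0.148 without Ikzf4-/- replicate 3. The receptor genes Il4ra and Ccr8 were called, with log2 fold changes of -0.80 (limma adjusted p = 0.0476) and -0.41 (0.0490). Gata3, which encodes the Th2 lineage factor, had a log2 fold change of -0.24 (0.146), Irf4 of -0.27 (0.0612) and Prdm1 of -1.12 (0.0588), and none of the 3 was called. Without Ikzf4-/- replicate 3, the adjusted p was 0.0571 for Il4, 0.111 for Il13, 0.0771 for Il10, 0.164 for Il4ra and 0.174 for Ccr8, so none of these 5 was called. Other libraries mattered too: of the 6 fits that left out 1 library, Il4 was called in 5, Il10 in 4, Il4ra in 2, and Il13 and Ccr8 in 1 each. Il13 (0.0503) and Ccr8 (0.0557) were also not called with equal library totals, nor was Ccr8 with a pseudocount of 0.1 (0.0516). Across the 6 fits that left out 1 library, the highest adjusted p, again without Ikzf4-/- replicate 3, was 0.383 for Gata3, 0.173 for Irf4 and 0.164 for Prdm1. Without WT replicate 3, Gata3 (0.0491) and Irf4 (0.0224) were called. Irf4 was also called with array weights (0.0338), where Gata3 (0.104) and Prdm1 (0.0519) were not. In the authors' deposited table the adjusted p was 0.0386 for Gata3, 0.00219 for Irf4, 0.0102 for Prdm1 and 0.00209 for Il5, which were under 0.05 there, and 0.0600 for Il4ra, which was not. After the GC content and length correction, Il13 (0.0570), Il4ra (0.0591) and Ccr8 (0.0665) were not called.

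On the IL-2/STAT5 list, Il2rb fell from 18487 ± 772 to 14334 ± 669 (SD, n = 3 each; log2 fold change -0.37, limma adjusted p = 0.0129) and Osm from 790 ± 81.7 to 487 ± 28.4 (SD, n = 3 each; log2 fold change -0.69, limma adjusted p = 0.0131). Both were called in each of the 6 fits that left out 1 library. Lif had a log2 fold change of -1.05 (limma adjusted p = 0.00737) and Socs3 of -1.32 (0.0258). The other called genes of the list, Socs1, Socs2, Bcl2, Pim1, Ccnd3, Myc and Il4ra, had log2 fold changes from -0.80 to -0.28. Il2ra had a log2 fold change of -0.47 and was not called (0.0869). It was called in 2 of the 6 fits, without WT replicate 1 (0.0308) and without WT replicate 3 (0.0317). Its adjusted p was 0.240 without Ikzf4-/- replicate 2, 0.231 without Ikzf4-/- replicate 3 and 0.159 in the authors' deposited table. Lif (adjusted p = 0.0510) and Socs3 (0.0894) were not called without Ikzf4-/- replicate 3, and they were called in 5 and 2 of the 6 fits. On the other lists, Bcl6 (log2 fold change 0.67, limma adjusted p = 0.0291) was higher, and Runx3 (-0.71, 0.0436) and Tnfrsf18 (-0.26, 0.0306) were lower in Ikzf4-/- cells. Without Ikzf4-/- replicate 3, the adjusted p was 0.111 for Bcl6 and 0.121 for Tnfrsf18, and without Ikzf4-/- replicate 1 it was 0.123 for Runx3. Bcl6 and Runx3 were called in 3 of the 6 fits each and Tnfrsf18 in 2. Of the 29 named genes called on all libraries, 7 were called in each of the 6 fits that left out 1 library, and 18 were called after the GC content and length correction.

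**Figure D4:**
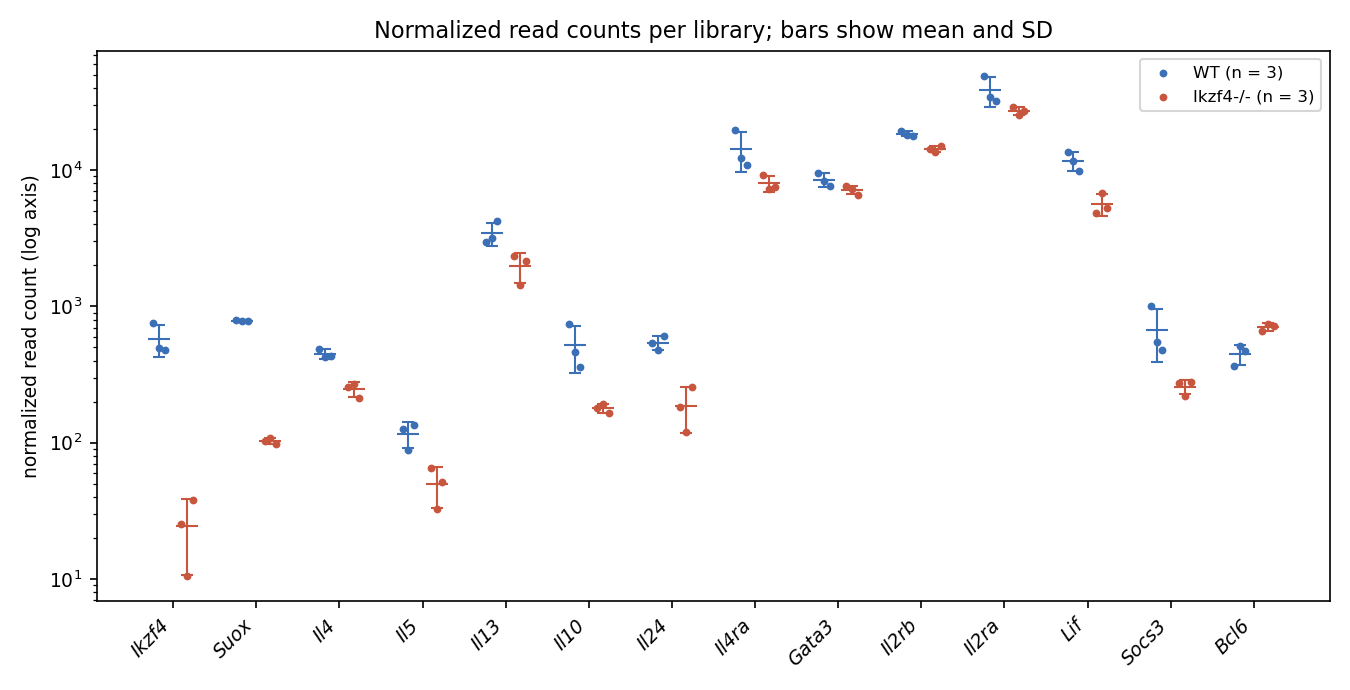
Normalized read count (log axis) of 14 genes in the 3 WT and 3 Ikzf4-/- libraries, one point per library, with bars for the mean and SD. Among these genes the WT and Ikzf4-/- libraries overlap only for Gata3, though Il5 and Il2ra were also not called.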

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

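Ikzf4 kept its direction and its call under every alternative that was run. No named gene reversed, and no list changed the direction that camera gave it. The median log2 fold change of some lists did change sign. For Th1 it was 0.16 without WT replicate 2, against -0.04. For Th17 it was -0.026 without WT replicate 3 and -0.032 with a minimum of 10 in every library, against 0.14. For cell division it was 0.001 with quantile scaling and 0.003 with equal library totals, against -0.02. None of these lists was called in those fits. Quantile or upper quartile scaling, no filter, a minimum of 10 in every library and either other pseudocount gave 256 to 283 called genes, against 263. Under these 6 settings 247 to 263 of the called genes were shared with the 263. Fits that each left out 1 library gave from 20 to 523 called genes, from 10 to 96 with a 2-fold change, and a higher share from 18.75% to 40%. The fewest, 20, came without Ikzf4-/- replicate 3, and 523 came without WT replicate 3. These fits had 5 libraries, which lowers their power, and why some rose was not tested. A threshold of 0.01 left 16 genes, and a test against a 1.5-fold change called 6, by construction. The authors' deposited table gave 815 genes, 92 of them 2-fold. The cause of this difference was not tested.

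The replicate number as a block gave 754 called genes, 107 of them 2-fold, with 39.3% higher, and kept the 263. It also called Gata3 (0.0225), Irf4 (0.0303), Prdm1 (0.0429), Il5 (0.0110) and Il2ra (0.0126). The deviations of same-numbered libraries had correlations of 0.145, 0.0122 and 0.142. Those of differently numbered libraries were not computed, so these values cannot show whether the numbers pair the libraries. The main fit, fixed before the data were examined, used no block. Planned tests on raw counts with DESeq2 and edgeR were not run, since the deposited values were normalized and the steps of Ikzf4-/- replicates 1 and 3 lay too near 1 for the reads implied by them to be accepted, although each value was a whole multiple of its step.

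Among settings chosen after seeing the data, equal library totals moved the higher share to 42.8% (median shift over all genes 0.03 on the log2 scale), array weights gave 482 called genes, and the GC content and length correction gave 170 with 39.4% higher. For these the cause was not tested.

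The Th2 and IL-2/STAT5 lists were called by camera under each refit and by fry, with leave-one-out adjusted p-values from 5.27e-12 to 8.62e-10 and from 2.48e-15 to 2.34e-11. With an estimated inter-gene correlation both gave 0.156. The Th1 list became called with equal totals (0.0466) and array weights (0.00226), and ran from 9.48e-05 to 0.619 across the fits without 1 library. The Treg list became called with fry (0.0282), equal totals (0.0466) and array weights (0.0252), with a range from 0.00750 to 0.258. The Tfh list became called with array weights (0.0478), with a range from 0.0440 to 0.258. The Th17 list ranged from 0.0435 to 0.559. The cell division list became called after the GC content and length correction (0.0316), with a range from 0.0859 to 0.388 without 1 library. The cause was not tested.

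For single named genes, 90 values under alternatives lost the call and 13 gained it. The other 439 kept their direction and stayed as in the main fit, which for some genes was not called. Leaving out Ikzf4-/- replicate 3 accounted for 21 of the losses and Ikzf4-/- replicate 1 for 19.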

Other observations

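The tests of sample sex, of linked DNA near Ikzf4 and of the count of called genes over other splits were chosen before the data were examined; the other tests below were chosen only after the result they bear on was seen, and what they find are hypotheses.

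Other splits of the 6 libraries gave fewer genes. Only 1 of the 10 splits, the real one, gave as many as 263 called genes, and 1 of 10 gave as many as 52 with a 2-fold change. The other 9 splits gave 0 called genes each, with 184 to 988 at an unadjusted p under 0.05. With 10 splits the share cannot go below 0.1. The gene lists were less specific: 7 of the 10 splits called as many lists as the real split, and camera called the Th2 and IL-2/STAT5 lists in 7 of 10 splits each. The p of the real split was the lowest for both (1 of 10 each). Each of the other splits still carries part of the genotype difference. With the genotype means removed, the inter-gene correlation was 0.189 on the Th2 list and 0.409 on the IL-2/STAT5 list, against the preset 0.01, so the camera p-values may overstate the evidence. With the correlation estimated, the adjusted p was 0.156 for both.

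GC content was weighed because the log2 fold change fell with it across 9260 well-expressed genes (Spearman -0.255, genes not being independent replicates). After the GC content and length correction the Spearman correlation was 0.06, and the Th2 list (camera adjusted p = 7.70e-11) and the IL-2/STAT5 list (1.87e-12) were still lower. This argues against that trend as the whole source of the list results, though it remains among the settings that change single calls.

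Sex of the donors was weighed through genes fixed in advance. The largest absolute log2 fold change of the 4 Y-linked genes on that list was 0.10, which argues against a sex difference as the source of the called genes. Mid1-ps1, which was not on the list, is also annotated on chromosome Y and was called (log2 fold change 3.44, limma adjusted p = 0.00737). As a pseudogene, its values are uncertain. Xist was at 2.94 ± 1.74 in WT and 66.1 ± 56.9 in Ikzf4-/- (SD, n = 3 each) and was not called (limma adjusted p = 0.180). Of the 28 genes on the B cell, CD8 T cell and myeloid lists, 13 were tested, 0 were called and 3 had an unadjusted p under 0.05; the rest were not analysed here.

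Linked DNA from the strain in which the allele was made could alter genes near Ikzf4. An effect limited to genes within 10 Mb cannot account for most calls, since 258 called genes lay farther away or on other chromosomes. Whether a linked variant changed distant genes was not tested, and position cannot tell this from the loss of Eos. Within 10 Mb, 4 of 112 tested genes were called (3.57%, against 1.75% of the others), and the share of 10000 expression-matched random lists with as many was 0.203. With so few called genes near Ikzf4, this count cannot tell an influence of linked DNA from chance. It also takes no account of the size of a change or of its distance from Ikzf4. It therefore decides nothing about single genes such as Suox (limma adjusted p = 3.31e-07), 23903 bp away, or Esyt1 and Itga7, also called within 0.5 Mb.

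Suox may be a candidate for an effect of the allele itself. A change shared by the genes around Ikzf4 was tested on the 42 other tested genes within 0.5 Mb, whose median log2 fold change was -0.0323, which argues against it. Among these 42, Esyt1 and Itga7 were called. Whether Suox is lower through the loss of Eos, through the altered DNA of the targeted locus or through a linked variant was not tested.

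Genes changed at least 2-fold lay near each other more often than in random lists. Among 51 such genes, 17 pairs lay within 5 Mb, against a median of 7 in 10000 expression-matched random lists (share with as many 0.00660). Some of these pairs, such as Il10 and Il24, are neighbours that may be regulated together. In a second version, added after the first result was seen, 12 pairs lay 0.5 to 5 Mb apart against a median of 6 (share 0.0304). Of these, 5 pairs lay on chromosome 1, among Il10, Il24, Etnk2 and Nav1, where Il10 and Il24 are each counted against both other genes, so neighbours still add to this count. Another 5 lay on chromosome 2, among Ttll9, Necab3, Gm14230 and Ppp1r16b. Etnk2, Nav1 and the chromosome 2 genes were chosen after their values were seen. Ppp1r16b rose from 3280 ± 577 to 8252 ± 1163 (SD, n = 3 each; limma adjusted p = 0.00106) and Ttll9 had a log2 fold change of -2.76. Segments of DNA that differ between the mouse lines are a candidate explanation, but position alone leaves shared regulation open, so the 2 cannot be told apart here.

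Pseudogenes stood out among the strongest increases. Of the 5 called genes raised at least 4-fold, 4 were pseudogenes, against 4.69% of the genes tested (Fisher's exact test, two-sided p = 2.31e-05). This p was computed on the genes in which the pattern had been noticed, with a threshold set afterwards and a background not matched for expression, so it does not bear on chance, which stays open. Besides those in the report, Tgif2-ps2, chosen after its values were seen, was at or under the floor of 3 reads in each WT library and at 77.6 ± 10.7 (SD, n = 3) in Ikzf4-/-, at least 26.5-fold higher. Reads moved from the parent gene would lower the parent. Rpl34 fell by 4704 while Rpl34-ps1 gained 1033, Tgif2 fell by 33.7 against a gain of 76.3, and Mid1 rose by 98.8 with an SD of 114 in WT. The fall of Rpl34 was itself called (limma adjusted p = 0.0191) and exceeded the gain, so moved reads stay open there, while the changes of Tgif2 (0.769) and Mid1 (0.328) lay within their spread and decide nothing. A variant or copy of the sequence in one mouse line may also explain the increases, which was not tested.

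Genes of glycolysis and the response to low oxygen were lower as a group. Pkm, Gapdh, Eno1, Ldha, Egln3 and P4ha2 were noticed first, and a separate list of 18 such genes was then written before their own values were seen. The 18 were each lower in Ikzf4-/- cells, with a median log2 fold change of -0.36 and 5 called. The real split gave the median farthest from 0 (1 of 10 splits), but another split gave a lower camera p (3.73e-20 against 3.64e-13), fry gave 0.0530, and camera with an estimated correlation gave 0.0959. The median was -0.35 after the GC content and length correction and -0.27 without WT replicate 1, which argues against GC content or length bias, or that library alone, as the whole source. Leaving out Ikzf4-/- replicate 1, WT replicate 2 or Ikzf4-/- replicate 3 left 0 called in each case, with 12, 15 and 13 of the 18 at an unadjusted p under 0.05, and without Ikzf4-/- replicate 1, 16 of the 18 were lower. After the correction 3 were called. Culture density or medium differing between wells could lower the same genes, and cannot be told apart from genotype with these 6 libraries.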
